A study of Mus musculus with 12 samples.

How the data were processed

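Bulk RNA was measured in 3T3 cells, a mouse fibroblast cell line, in 4 groups of 3 libraries. One group was left untreated. The others were exposed for 24 h to extracellular vesicles (EVs), membrane-bound particles released by cells, from MDA-MB-468, a human breast cancer cell line. The donor cells were a control line (shCon), a line in which CRIPTO was knocked down (shCr) or a line that overexpressed CRIPTO (CrOE). CRIPTO is a cell-surface protein, and its mouse gene is Tdgf1. Per the labels' protocols, libraries were directional and made from poly(A)-selected RNA.

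The authors deposited 1 table of estimated counts per gene symbol, with 1 column per library and no scaling between libraries. The values were taken as estimated counts because 39.8% of them were not whole numbers and the column totals differed. The aligner or quantifier, the genome build, the annotation and the use of read strand in counting are not stated in the labels or the file header. The table had 32544 rows. In 27 rows the symbol had been turned into a date by a spreadsheet, and 2 symbols occurred in more than 1 row for that reason. These rows held at most 0.259% of the counts of a library, 24 of them were tested, and none is named here. Columns were matched to samples by their names. The columns headed with the protein's name alone were matched to the CrOE samples by elimination, because the knockdown samples had columns named after shCr; the group names of those 3 libraries rest on that step.

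Values were rounded to whole numbers, since the count test needs them. The design fixed beforehand had assumed raw counts; the same test was kept for the rounded estimates. Genes were kept by filterByExpr on the 4 groups, which left 14279 genes. Library sizes were scaled by TMM. Differences were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F-test (glmQLFit and glmQLFTest) on all 12 libraries in one model with a mean per group, which left 8 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg within a comparison, and an adjusted p-value under 0.05 was a call, with no fold-change threshold. The comparisons were the 6 pairs of groups, the mean of the EV groups against untreated cells, an F-test among the 3 EV groups and an F-test among the 4 groups. Standard errors of log2 fold changes were derived from the F statistic. The common dispersion was 0.00793, a biological coefficient of variation of 8.90%. Levels are given as TMM-scaled CPM, the counts of a gene scaled to a fixed total per library. Principal components used log2 CPM with a prior count of 2.

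The genes named were chosen by a rule. In each of 7 comparisons with a direction, these were the 3 genes with the largest rise and the 3 with the largest fall among calls with an average log2 CPM of at least 1 and no overlap of CPM between the libraries compared. Tdgf1 and a panel of 16 fibroblast activation markers were named as well. A group whose libraries all held at most 3 counts was treated as at the detection floor, and a fold against it is a lower bound computed at that floor. Intervals and floors cover counting error only, since PCR copies were not separated from molecules. Of the panel genes tested, 1 is counted in the totals but not reported here by itself. Panel p-values were adjusted over all genes and over the list alone. In total 7 hand-written gene sets were tested in the 7 comparisons (49 tests) with camera in limma 3.58.1 at a preset correlation between genes of 0.01, beside fry and camera with an estimated correlation. The comparisons, tests, gene sets, panel, naming rule and alternatives were fixed before the data were examined, except where a test or alternative is stated to have been chosen later.

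The test was checked on counts simulated from the real means and library sizes. edgeR recovered 161 of 200 changed genes (80.5%) with 9 false calls among 14012 genes tested, and made 0 calls in a comparison without changes. DESeq2 1.42.0 recovered 162 of 200 among 14279 genes, with 23 false calls. Camera called 3 of 3 changed set tests and 0 of 39 unchanged ones. The simulation changed only these 200 genes and 24 set genes, with one spread per gene in all groups. It does not check the scaling or the test where most genes change or where groups differ in spread. Because comparisons that share a group share its chance values, correlations between them were set beside those of 20 simulated data sets with no group difference.

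Alternatives were median-of-ratios size factors, DESeq2, no low-count filter, at least 10 counts in every library, the replicate number as a block, each replicate left out in turn, a fold change of at least 2, and a model of only the 2 groups compared. Correlations of fold changes were repeated on genes with an average log2 CPM of at least 3. GENCODE M21 supplied transcript GC content and length, the order of genes along chromosomes, shared 31-base stretches between transcripts and exon overlaps. Since the authors' build is not stated, no coordinates are given. GC content and length were found for 99.2% of tested genes. A further 4 gene lists (ER chaperones, heat-shock genes, ATF4 targets and epithelial markers) were written after the levels of some chaperones had been seen. Figures were drawn with matplotlib.

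Totals ranged from 25960054 to 37774020 estimated counts per library. At these totals a count of 0 allows a level of up to 0.0795 to 0.114 CPM, depending on the library. No library was left out. Replicate libraries differed by more than counting noise in every pair, with a chi-square per degree of freedom from 2.76 to 65.3, so no pair looked like one library present more than once. This does not tell repeat libraries of one RNA from separate samples, and each library was counted once because the labels list it as its own sample. The labels name no batch, date or sequencing run. Human transcripts from the donor cells were not analysed here.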

Results

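The transcriptome of 3T3 mouse fibroblasts was profiled by bulk RNA sequencing after 24 h without treatment or with EVs from MDA-MB-468 cells that were control (shCon), depleted of CRIPTO (shCr) or overexpressing CRIPTO (CrOE). Each of the 4 groups had 3 libraries. Totals were 25960054 to 27189953 estimated counts in untreated cells, 27811383 to 30177901 after shCon EVs, 28734910 to 37774020 after shCr EVs and 31389839 to 35490290 after CrOE EVs. Of 32544 gene symbols, 14279 passed the filter on low counts. The 10 most abundant genes took 4.66% to 6.75% of the counts of a library.

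Tdgf1, the mouse gene of CRIPTO, was looked at first, as it is the gene altered in the donor cells. It had 0 to 3 counts in every library, at or below the detection floor in each group. No difference in Tdgf1 of the recipient cells was therefore detectable at this depth. CRIPTO of the human donor cells or their EVs was not analysed here, so the knockdown and the overexpression themselves have no check in these libraries.

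Replicate libraries correlated at 0.986 to 0.994 across genes (Pearson's r of log2 CPM; genes are not independent replicates). Between groups, shCon and shCr EV libraries correlated at 0.983 to 0.991, untreated and shCon EV libraries at 0.976 to 0.981, and CrOE EV libraries with the libraries of any other group at 0.900 to 0.921. The first principal component held 73.7% of the variance. It placed the CrOE EV libraries at 109 to 113 and the other 9 libraries between -41.8 and -29.7. The second held 11.6% and placed untreated libraries at -45.0 to -32.3, shCon EV libraries at 20.3 to 21.5 and shCr EV libraries at 12.2 to 27.1. The third held 4.14%, with shCr EV replicate 1 at 42.0 and its replicates at 1.47 and -5.05. Mitochondrially encoded genes held 0.495% to 1.70% of the counts and differed within groups, from 0.495% to 1.64% among the untreated libraries.

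**Figure D1:**
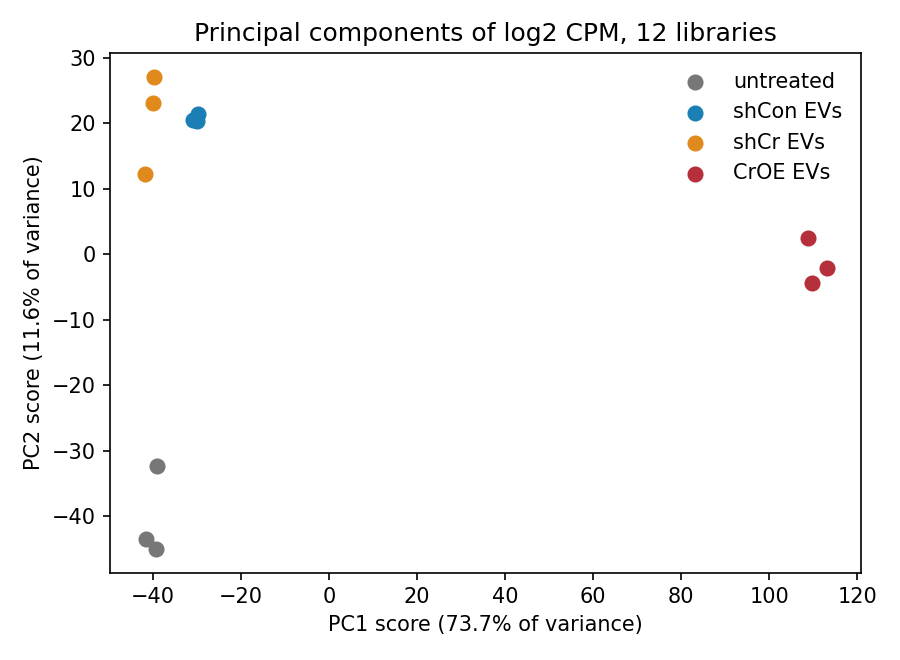
Principal components of log2 CPM over tested genes, with PC1 on the x axis and PC2 on the y axis (scores without unit); each point is 1 library and the colour gives the group. The CrOE EV libraries sit at 109 to 113 on PC1, and all others at -29.7 or below.

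The comparison of each EV group with untreated cells asks what the EVs changed in the fibroblasts. After shCon EVs, 5447 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (2569 higher and 2878 lower). After shCr EVs, 5320 genes were called (2632 higher and 2688 lower), and after CrOE EVs 10524 (5242 higher and 5282 lower). The setting that moved these counts most was a fold change of at least 2, which left 863, 897 and 4245 genes. The SD of log2 fold changes over all tested genes was 0.59 for shCon EVs, 0.60 for shCr EVs and 1.45 for CrOE EVs. Median log2 fold changes lay between 0.0069 and 0.020. TMM scaling takes most genes as unchanged and centres fold changes near 0, so these medians follow from it. After CrOE EVs 73.7% of tested genes were called, which makes that assumption doubtful there. A shift shared by most genes would be scaled away, and directions are relative to the other genes. Median-of-ratios size factors rest on a like assumption and do not test it. For the mean of the EV groups against untreated cells, 7932 genes were called (3735 higher and 4197 lower).

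The comparisons between EV groups ask whether the CRIPTO status of the donor cells mattered. Between shCr and shCon EVs, 1247 genes were called (746 higher and 501 lower with shCr EVs), 108 of them with at least a 2-fold change. Leaving out shCon EV replicate 2 gave 632 genes in this comparison, and a model of only these 2 groups gave 641. Between CrOE and shCon EVs, 10373 genes were called (5218 higher and 5155 lower). Between CrOE and shCr EVs, 10552 were called (5263 higher and 5289 lower). The F-tests called 10730 genes among the 3 EV groups and 11606 among the 4 groups.

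**Figure D2:**
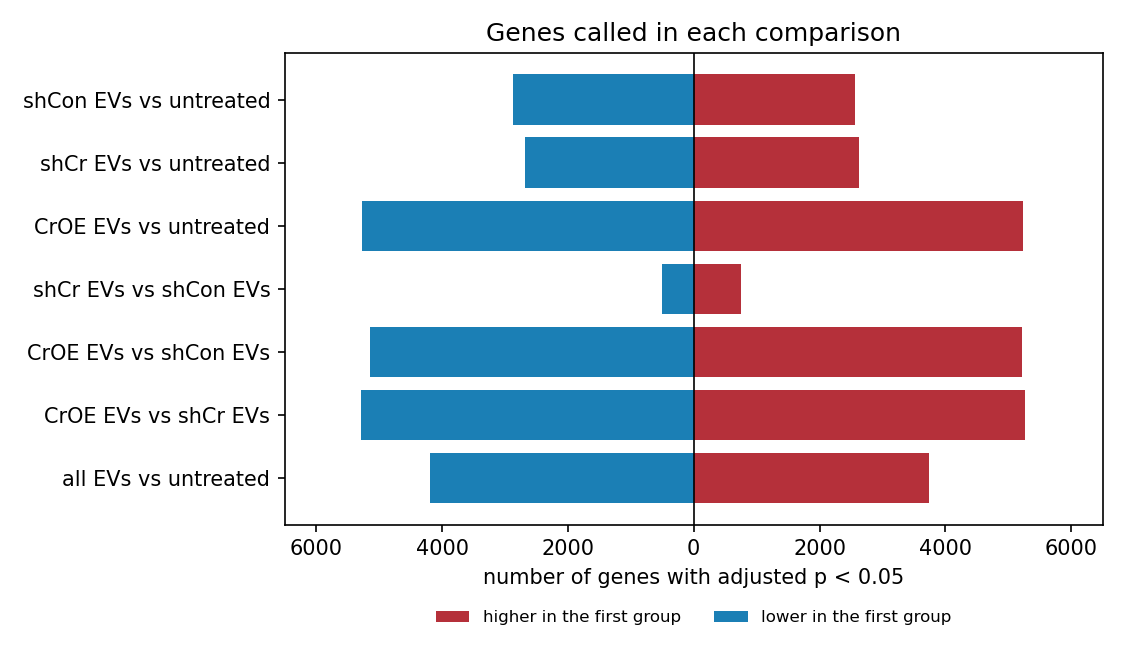
Number of genes with an adjusted p-value under 0.05 (x axis) in each comparison (y axis), with genes higher in the first-named group to the right and genes lower to the left. Between shCr and shCon EVs 1247 genes were called, against 10373 between CrOE and shCon EVs.

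The responses to shCon and shCr EVs shared 3989 called genes, and 98.9% of them moved in the same direction. Their log2 fold changes correlated at 0.81 across genes, against 0.46 to 0.56 in simulated data with no group difference, where the shared untreated libraries alone give a correlation. At most 1 gene was called in both comparisons in those simulations, which held no effects. The responses to shCon and CrOE EVs shared 4528 called genes, of which 69.5% moved in the same direction. Their log2 fold changes correlated at 0.39 (simulated 0.46 to 0.57). For shCr and CrOE EVs these values were 4437 genes, 58.8% and 0.24 (simulated 0.46 to 0.56). In all 3 EV groups 3371 genes were called, and 2194 of these moved in one direction throughout (898 higher and 1296 lower). Relative to shCon EVs, 1115 genes were called with both shCr and CrOE EVs. Of these, 276 moved in the same direction and 839 in opposite directions. The fold changes against shCon EVs correlated at -0.13, where simulated data gave 0.40 to 0.57. Simulated fold changes hold noise only, so their correlation comes from the shared libraries alone. Where real effects outweigh noise, as with CrOE EVs (SD of log2 fold changes 1.45 against untreated cells), shared noise adds less. Values below the simulated range therefore do not show that responses to CrOE EVs were less alike than unrelated ones.

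Genes with the largest changes were taken by a rule set in advance. After shCon EVs, Has2 fell from 171 ± 3.86 to 11.5 ± 1.52 CPM (SD, n = 3 per group; log2 fold change -3.90, SE 0.13, adjusted p = 2.2e-09 by edgeR's quasi-likelihood test). After shCr EVs, Has2 was at 9.95 ± 2.16 CPM (log2 fold change -4.12). Tnn fell in both, with log2 fold changes of -3.55 and -3.41, and its untreated libraries spread widely at 36.1 ± 17.7 CPM. Fgf23 fell after shCon EVs (log2 fold change -3.62) and Il33 after shCr EVs (-3.56). Exons of Has2 overlap those of an antisense gene, and the use of strand in counting is not stated. Atp2a3 rose after shCon EVs from 0.111 ± 0.0729 to 2.72 ± 0.115 CPM (log2 fold change 4.56, SE 0.26, adjusted p = 5.0e-08, edgeR). Ptgds rose after shCr EVs from 0.693 ± 0.0717 to 19.7 ± 2.09 CPM (log2 fold change 4.82, SE 0.16, adjusted p = 1.2e-09, edgeR). Taf7l and Car6 after shCon EVs, and Taf7l and Gsta1 after shCr EVs, rose from untreated levels at the floor. These genes met the rule's level through the CrOE EV libraries, as its average covered all 12 libraries. After shCon EVs Taf7l was at 0.222 and Car6 at 0.333 CPM, with at most 9 and 16 counts in a library. Taf7l was at least 1.99-fold higher after shCon EVs and at least 1.05-fold higher after shCr EVs. The bound after shCr EVs is not firm, as Taf7l was at 0.117 ± 0.0905 CPM there, with at most 8 counts in a library. Car6 was at least 2.98-fold higher after shCon EVs, and Gsta1 at least 6.44-fold higher after shCr EVs. In transcript sequence, 92.9% of the 31-base stretches of Gsta1 occur in another gene, so its counts are uncertain.

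After CrOE EVs, Car6 reached 55.8 ± 4.50 CPM (SD, n = 3), at least 500.4-fold above untreated cells. Against shCon EVs, where it was at 0.333 ± 0.180 CPM, its log2 fold change was 7.35 (SE 0.21, adjusted p = 7.7e-12, edgeR), and against shCr EVs it was 8.77. Taf7l reached 7.21 ± 0.350 CPM, at least 64.7-fold above untreated cells, with a log2 fold change of 5.83 against shCr EVs. Gsta1 reached 17.7 ± 1.72 CPM, at least 159-fold above untreated cells, with a log2 fold change of 5.34 against shCon EVs. Sspo was at 41.3 ± 2.93 CPM after CrOE EVs, with log2 fold changes of 5.36 against shCon EVs and 6.41 against shCr EVs. Cyp2f2 had 0 counts in the CrOE EV libraries and 20.4 ± 0.995 CPM in untreated cells, at least 229.7-fold lower. Against shCon EVs Cyp2f2 was at least 32.0-fold lower, and against shCr EVs at least 44.9-fold lower. Gdpd2 was at least 244-fold lower than in untreated cells, and Prelp fell from 29.0 ± 1.54 to 0.0374 ± 0.0648 CPM (log2 fold change -9.38, adjusted p = 2.6e-11, edgeR). The size of the fall of Prelp is not firm, as it rests on 4 counts in CrOE EV replicate 3 and 0 in its replicates. Its log2 fold change moved well beyond its SE of 0.32 when that library was left out. Dusp27 was at least 71.4-fold lower than after shCon EVs and at least 104-fold lower than after shCr EVs. Gm43302 was at least 35.1-fold and 62.5-fold lower in these comparisons, but all of its 31-base stretches occur in other genes, so its counts are uncertain. Cyp2f2, Gdpd2 and Prelp overlap exons of antisense genes. For the mean of the EV groups against untreated cells, the rule gave Taf7l, Car6 and Atp2a3 (log2 fold change of Atp2a3 5.33) as higher, and Cyp2f2, Fgf23 (-4.91) and Il33 (-4.59) as lower. No value is given for the mean of Cyp2f2, since it was at the floor after CrOE EVs. The values of Fgf23 and Il33 include CrOE EV libraries with few counts.

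Between shCr and shCon EVs, Ptgds was at 19.7 ± 2.09 against 3.56 ± 0.655 CPM (SD, n = 3; log2 fold change 2.47, SE 0.13, adjusted p = 5.5e-07, edgeR). Agt was at 16.0 ± 1.32 against 4.18 ± 0.704 CPM (log2 fold change 1.93), and Hhip at 15.2 ± 2.28 against 4.60 ± 0.478 CPM (1.72). Slc40a1 was lower, at 3.24 ± 0.193 against 11.9 ± 0.810 CPM (log2 fold change -1.88, SE 0.11, adjusted p = 1.8e-06, edgeR). Mfap4 was at 1.22 ± 0.253 against 5.39 ± 0.267 CPM (-2.13), and Aspn at 4.07 ± 2.00 against 17.5 ± 1.21 CPM (-2.13). Hhip, Mfap4 and Aspn overlap exons of genes on the opposite strand.

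A panel of 16 markers of fibroblast activation addressed the question in the series' title. Of these, 15 were tested, since Fap stayed at or below 0.322 CPM on average in every group. Over 7 comparisons, 92 of 105 tests were calls over all genes and 94 when adjusted over the list alone. After shCon EVs 13 of 15 genes were called against untreated cells (6 higher and 7 lower; 14 when adjusted over the list alone). After shCr EVs 11 were called (3 higher and 8 lower; 12 over the list alone), and after CrOE EVs 13 (1 higher and 12 lower; 13 over the list alone). For shCr against shCon EVs 13 were called (5 higher and 8 lower; 13 over the list alone), and in both comparisons of CrOE EVs with another EV group 14 (14 over the list alone). The rises of Vim, Il6 and Ccl2 with shCr against shCon EVs were no calls when any 1 shCon EV replicate was left out. Those of Vim and Ccl2 were also no calls in a model of only these 2 groups (adjusted p = 0.0946 and 0.0661, edgeR).

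Acta2, the smooth muscle actin of activated fibroblasts, fell from 1355 ± 30.9 CPM (SD, n = 3) in untreated cells to 632 ± 16.6 after shCon EVs, 413 ± 35.2 after shCr EVs and 506 ± 17.6 after CrOE EVs. Its log2 fold changes were -1.10, -1.71 and -1.42 (adjusted p = 4.5e-08, 2.0e-09 and 2.7e-10, edgeR). Tagln fell in all EV groups, from 215 ± 3.98 CPM to 100.4 ± 0.852, 75.1 ± 2.73 and 57.2 ± 2.33. Il6 fell from 17.6 ± 3.23 CPM to 4.24 ± 0.0875, 6.69 ± 0.956 and 4.79 ± 0.447. Col1a1 rose from 4535 ± 229 to 6557 ± 37.8 CPM after shCon EVs (log2 fold change 0.53, adjusted p = 0.000548, edgeR). It fell to 3532 ± 558 after shCr EVs (-0.36, adjusted p = 0.00716) and to 721 ± 23.8 after CrOE EVs (-2.65, adjusted p = 4.8e-11). In a model of only the untreated and shCr EV groups, the fall of Col1a1 after shCr EVs was no longer a call (adjusted p = 0.0543). Postn rose from 359 ± 32.7 to 945 ± 47.2 CPM after shCon EVs and to 575 ± 54.4 after shCr EVs, and fell to 31.2 ± 2.16 after CrOE EVs. Fn1 rose from 4147 ± 344 to 7237 ± 104 CPM after shCon EVs. It was no call after shCr EVs (3637 ± 359 CPM, adjusted p = 0.0607, edgeR) or CrOE EVs (3760 ± 124 CPM, adjusted p = 0.0997). Its fall after shCr EVs was a call by edgeR when adjusted over the list alone (0.0297) and with DESeq2 (adjusted p = 0.0365). That fall was also a call by edgeR without untreated replicate 1 (adjusted p = 0.0354) or shCr EV replicate 3 (adjusted p = 0.0212).

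S100a4 fell from 965 ± 90.7 CPM to 401 ± 9.14 after shCon EVs, 740.2 ± 189 after shCr EVs and 45.2 ± 3.46 after CrOE EVs. The fall after shCr EVs (log2 fold change -0.38, adjusted p = 0.0441, edgeR) was no call without shCr EV replicate 3 (adjusted p = 0.157), without any 1 of 3 other libraries, and in a model of only these 2 groups (adjusted p = 0.127). A share of 49.2% of the 31-base stretches of S100a4 occurs in an overlapping gene. Pdgfrb rose slightly after shCon and shCr EVs (log2 fold changes 0.33 and 0.42) and fell after CrOE EVs (-1.67). Tgfb1 did likewise, with 0.62, 0.51 and -1.11. Cxcl12 was at 997 ± 62.0 CPM in untreated cells and 101 ± 8.38 after CrOE EVs. Ccl2 fell after CrOE EVs from 734 ± 59.5 to 222 ± 19.6 CPM, and Cxcl1 from 359 ± 18.1 to 140.1 ± 18.5. Smaller falls were called for Cxcl1 (log2 fold change -0.58) and Ccl2 (-0.29) after shCon EVs and for Cxcl12 (-0.41) after shCr EVs. The call of Ccl2 after shCon EVs was lost without any 1 of 4 libraries. Vim fell after CrOE EVs (log2 fold change -1.18) and was no call after the other EVs, with exceptions. Its fall after shCon EVs (log2 fold change -0.13, adjusted p = 0.0542, edgeR) was a call when adjusted over the list alone (0.0226), with DESeq2 (0.0137) and in a model of only these 2 groups (0.00617). Its rise after shCr EVs was a call by edgeR without shCr EV replicate 1 (adjusted p = 0.0273). Ctgf, at 11.5 ± 2.28 CPM in untreated cells, rose to 28.7 ± 2.41 after CrOE EVs and fell to 7.66 ± 0.904 after shCr EVs. Ctgf, like Fn1 and Tagln, overlaps exons of genes on the opposite strand. Its rise to 15.7 ± 0.999 after shCon EVs (adjusted p = 0.0152, edgeR) was no call without untreated replicate 3 (adjusted p = 0.0768), untreated replicate 1 or shCon EV replicate 2.

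**Figure D3:**
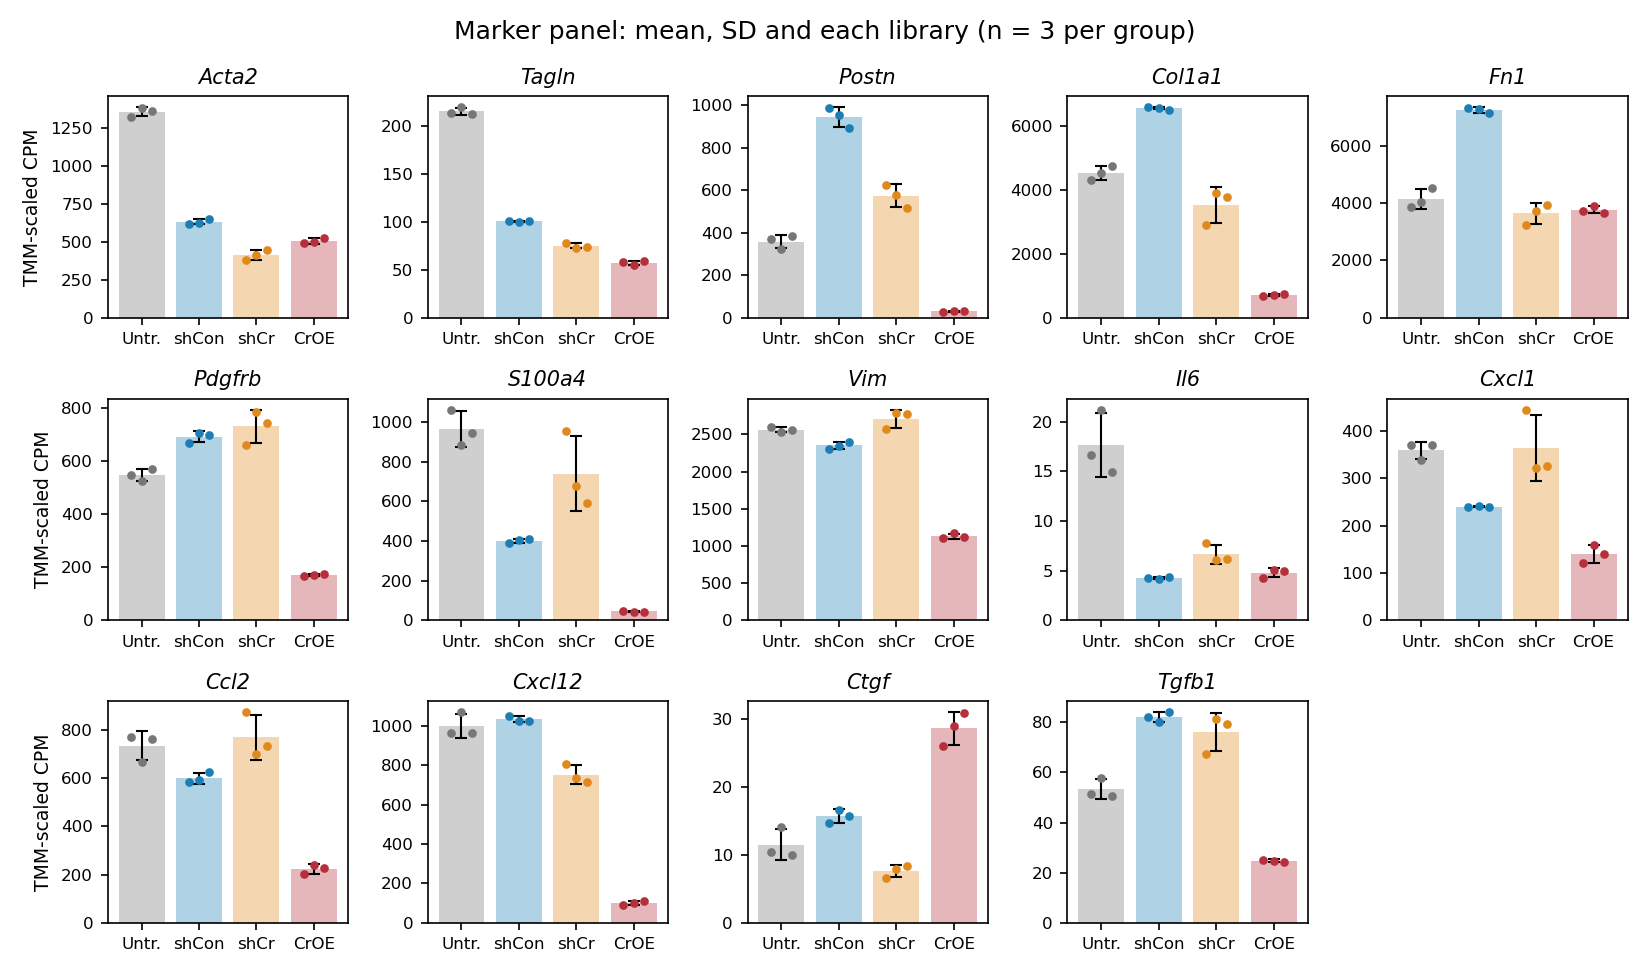
Levels of 14 of the 15 tested panel genes in TMM-scaled CPM (y axis, linear, from 0) by group (x axis); bars are means, error bars SD and points single libraries (n = 3). Acta2 and Tagln were lower in every EV group, and Postn and Col1a1 were lowest after CrOE EVs (31.2 and 721 CPM).

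In gene set tests with camera, 44 of 49 were calls after Benjamini-Hochberg adjustment over the 49. All 44 held under fry in the same direction. Fry asks whether the genes of a set change at all, and camera whether they change more than other genes. Since fry called 46 of the 49 tests, its result adds little. With an estimated correlation between genes, 25 of the 44 camera calls held. Against untreated cells, those 25 included the activated fibroblast set after shCon, shCr and CrOE EVs, proliferation after shCon and shCr EVs, cholesterol synthesis after shCr and CrOE EVs, TGF-beta response after shCr EVs, and the matrix and inflammatory sets after CrOE EVs. For all EVs they included the activated, matrix, inflammatory and proliferation sets. For shCr against shCon EVs they included the matrix, TGF-beta and proliferation sets. In both comparisons of CrOE EVs with another EV group they included the activated, matrix, interferon and cholesterol sets. Proliferation genes were lower against untreated cells after shCon EVs (median log2 fold change -1.69, 32 of 32 genes called lower) and shCr EVs (-2.03, 31 called lower). After CrOE EVs their median was -1.04, with 28 genes called lower and 4 higher. Interferon response genes were higher after shCon EVs (median 0.64, 28 of 33 genes called higher) and shCr EVs (0.74, 29 called higher) (adjusted p = 0.187 and 0.151 by camera with the estimated correlation). They were lower after CrOE EVs than in untreated cells (median -2.69, 31 called lower and 0 higher), and lower than after shCon EVs (-3.23) and shCr EVs (-3.41). Cholesterol synthesis genes were higher after shCon (0.37) and shCr EVs (0.58) and lower after CrOE EVs (-1.65, 24 of 24 genes called lower). Extracellular matrix genes had a median of -0.012 after shCon EVs and were no call (adjusted p = 0.999, camera), with 9 genes called higher and 10 lower. Their median was -0.26 after shCr EVs and -2.44 after CrOE EVs (31 of 34 called lower). The activated fibroblast set was lower after shCon, shCr and CrOE EVs (-0.49, -0.38 and -1.67), as was the inflammatory fibroblast set (-0.59, -0.33 and -1.67). The TGF-beta response set was lower after shCon (-0.17) and shCr EVs (-0.53) and was no call for CrOE EVs against untreated cells (adjusted p = 0.162, camera), shCon EVs or shCr EVs. Fry called it lower after CrOE EVs than in untreated cells (adjusted p = 5.6e-06) and higher than after shCr EVs (adjusted p = 0.00064). Between shCr and shCon EVs, the interferon response set was no call (adjusted p = 0.0546, camera). In that comparison the matrix set was lower (-0.19) and the proliferation set was lower (-0.32, 14 called lower and 0 higher). The inflammatory fibroblast set was higher (0.20, 11 called higher and 1 lower), as was cholesterol synthesis (0.20, 9 called higher and 0 lower). Proliferation genes were higher after CrOE EVs than after shCon EVs (0.35) and shCr EVs (0.72). These rises were camera calls, but not with the estimated correlation.

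**Figure D4:**
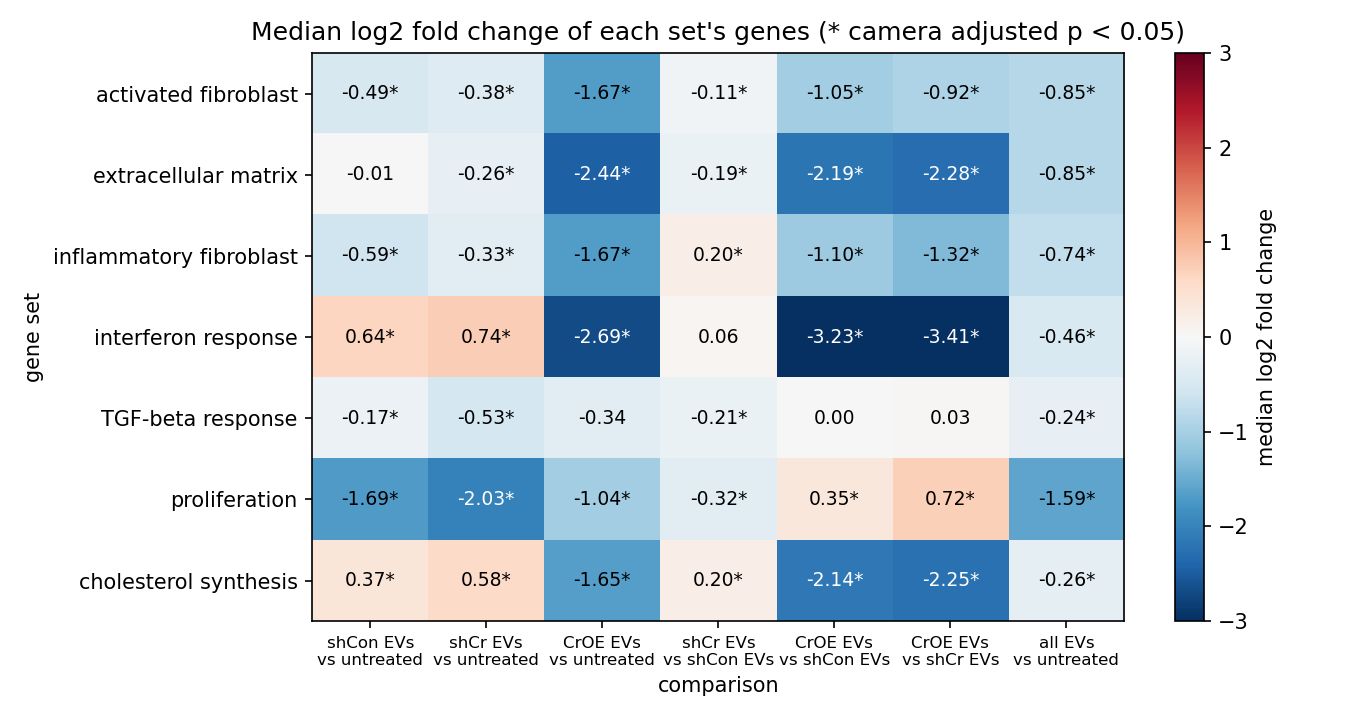
Median log2 fold change of the genes of 7 hand-written sets (y axis) in 7 comparisons (x axis); colour and number give the median, and a star marks a camera call over the 49 tests. The interferon response set was at 0.64 and 0.74 after shCon and shCr EVs and at -2.69 after CrOE EVs.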

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

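The pairwise tests, the fits with a library left out and the models of only 2 groups were fixed beforehand. The checks on GC content and length, library totals and shared stretches were chosen after the opposite directions had been seen. In total 5 panel genes moved in opposite directions in a pair of EV groups against untreated cells, both changes being calls, and the difference between the EV groups was itself a call by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This held for 10 of 45 pairs of effects examined (15 genes and 3 pairs of EV groups). Between shCr and shCon EVs it held for Col1a1 (log2 fold change of shCr against shCon EVs -0.89, adjusted p = 8.4e-05) and Ctgf (-1.03, adjusted p = 0.000396). Between CrOE and shCon EVs it held for Postn (-4.92), Col1a1 (-3.19), Pdgfrb (-2.01) and Tgfb1 (-1.73). Between CrOE and shCr EVs it held for Postn (-4.20), Pdgfrb (-2.09), Ctgf (1.90) and Tgfb1 (-1.62). The adjusted p-values of these 8 differences lay between 4.9e-13 and 2.3e-08.

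The tables argue against several technical sources. After a smooth trend on transcript GC content and length was removed from the fold changes, 10 of the 10 pairs kept opposite signs. After all libraries were thinned to the smallest total, 10 of 10 kept opposite signs with both changes called. Reads shared with other genes cover at most 1.79% of the 31-base stretches of these 5 genes, the highest share being that of Tgfb1. Exons of Ctgf overlap a gene on the opposite strand, and since the use of strand in counting is not stated, its counts stay uncertain. The calls are not firm throughout, although the direction was kept in the fits that follow. The rise of Ctgf after shCon EVs was no call without untreated replicate 1 (adjusted p = 0.0699, edgeR), untreated replicate 3 or shCon EV replicate 2. The fall of Col1a1 after shCr EVs was no call in a model of only those 2 groups. A library batch stays open, because the labels name none and a batch that follows the groups cannot be told apart from the EVs. The CRIPTO status of the donor cells is the difference the design names, and it stays open as well, untested apart from the groups themselves.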

How the results depend on the processing

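The mitochondrial share as a covariate was chosen after seeing the data, and the other alternatives were fixed before. For the 9 counts of called genes, median-of-ratios size factors, DESeq2, both other filters on low counts and the replicate block gave counts within 1.5 times of the reported ones. A fold change of at least 2 left 863 genes for shCon EVs against untreated cells, 897 for shCr EVs, 4245 for CrOE EVs, 108 between shCr and shCon EVs, 3884 between CrOE and shCon EVs, 4223 between CrOE and shCr EVs and 1451 for all EVs against untreated cells. These falls follow from the added threshold. A model of only the shCr and shCon EV libraries called 641 genes (397 higher and 244 lower), 633 of them among the 1247 called with all 12 libraries. That model has fewer libraries for its estimate of the spread, as has each model of 2 groups. Counts fell in the other pairs with shCr EVs (3754 against untreated cells, 9884 against CrOE EVs). They rose in the pairs without them (6279 for shCon EVs and 10577 for CrOE EVs against untreated cells, 11042 between CrOE and shCon EVs). Fewer libraries alone do not account for this. The full model uses one spread per gene. Replicates differed more with shCr EVs (chi-square per degree of freedom 10.6 to 65.3) than with shCon EVs (2.76 to 5.61). The models of the other 5 pairs of groups gave counts within 1.5 times.

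With 1 library left out at a time, the count between shCr and shCon EVs ran from 632 (without shCon EV replicate 2) to 1396 (without shCr EV replicate 1). The same left-out library, shCr EV replicate 1, gave the highest count for shCr EVs against untreated cells, 6698, where the lowest was 4254. The range was 4250 to 5539 for shCon EVs against untreated cells, 10051 to 10410 for CrOE EVs, 9750 to 9897 between CrOE and shCon EVs, 10066 to 11003 between CrOE and shCr EVs, 6776 to 9050 for all EVs against untreated cells, 10124 to 11329 among the 3 EV groups and 11106 to 12370 among the 4 groups. Panel calls ran from 85 to 94 and gene set calls from 43 to 45.

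With the within-group deviation of the log2 mitochondrial share as a covariate, 2500 genes were called between shCr and shCon EVs (1381 higher and 1119 lower), including all 1247 of the reported calls. The other 8 counts stayed within 1.5 times, and each was higher than the reported one. Being centred within groups, this covariate takes up spread within groups and leaves differences in share between groups unadjusted.

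The replicate number did not pair the libraries. Of 18 pairs of same-numbered libraries, 5 had deviations from their group means that correlated above 0.1, with a range from -0.20 to 0.32. With the replicate number as a block, the counts were 5691 (shCon EVs), 5529 (shCr EVs) and 10657 (CrOE EVs) against untreated cells, 1281 between shCr and shCon EVs, 10511 between CrOE and shCon EVs, 10677 between CrOE and shCr EVs, 8152 for all EVs, 10887 among the EV groups and 11770 among the 4 groups. The block gave 44 gene set calls and 93 panel calls, the added one being the fall of Fn1 after shCr EVs against untreated cells (adjusted p = 0.0424 by edgeR, against 0.0607 without the block). Under it the sign of the camera statistic changed for the matrix set after shCon EVs (adjusted p = 0.949) and the TGF-beta set between CrOE and shCon EVs (adjusted p = 0.965).

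With the correlation estimated per set, camera made 25 gene set calls in place of 44. Correlations of fold changes over genes with an average log2 CPM of at least 3 were 0.89 for shCon and shCr EVs, 0.35 for shCon and CrOE EVs, 0.19 for shCr and CrOE EVs and -0.27 against shCon EVs. Why they moved was not tested.

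Results that changed direction were calls under neither setting, except where stated. The matrix set after shCon EVs pointed the other way under fry (adjusted p = 0.616) and had adjusted p-values from 0.514 to 0.992 over 6 fits that each left out a library. The TGF-beta set between CrOE and shCon EVs did so under fry (adjusted p = 0.142) and with median-of-ratios size factors (adjusted p = 0.995), with 0.888 to 0.985 over 6 such fits. The interferon set between shCr and shCon EVs ran from 1.7e-06 (without shCr EV replicate 2, a call) to 0.838 (without shCr EV replicate 3) by camera. It was also a call without shCon EV replicate 2 (0.0162) and replicate 3 (0.0339). The log2 fold change of Tgfb1 for all EVs was -0.0038 with at least 10 counts in every library and ran from -0.030 to 0.074 over 12 fits that each left out a library. Over 6 such fits it ran from -0.16 to 0.098 for Cxcl1 and from -0.039 to 0.13 for Ccl2 after shCr EVs, and from -0.028 to 0.11 for Fn1 between CrOE and shCr EVs. The cause was not tested.

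All 497 results for genes named by the rule, over the alternatives run for them, kept their direction and call. A setting that filtered a gene out gave no result and was not counted as a loss. With at least 10 counts in every library 8 such results were left, against 42 with DESeq2. Taf7l and Car6 after shCon EVs and Taf7l after shCr EVs had no result in a model of only 2 groups. Among the results of the 14 panel genes reported by name, 1187 were the same, 42 were no longer calls, 7 became calls and 10 changed direction. Among gene set tests 495 were the same, 20 were no longer calls, 5 became calls and 12 changed direction.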

Other observations

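In this part, all tests were chosen after the results they bear on had been seen, except the counts of other splits of the libraries.

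The CrOE EV libraries differed from untreated cells in 10524 genes, against 5447 for shCon EVs. After all libraries were thinned to the smallest total, 10375 genes were called for CrOE EVs and 5350 for shCon EVs, which argues against library size as the source. Without the 100 most abundant genes, which held 16.7% to 18.8% of the counts of a library, 10469 were called. After removal of a smooth trend on GC content and transcript length, the SD of the log2 fold changes for CrOE EVs was 1.44, against 0.59 for shCon EVs, so that such a trend is unlikely as the main source. Added reads that count in no mouse gene would dilute all mouse genes by one factor, which TMM scaling takes out. The genes called lower instead spanned 2.86 log2 units between their 10th and 90th percentile (-3.17 to -0.31), and 1234 were at least 4-fold lower. Added reads that are counted in mouse genes would not follow one factor, so this span does not bear on them. The median of 12 epithelial markers was 0.0832 CPM after CrOE EVs and 0.0934 in untreated cells, and 5 of them passed the filter on low counts. These medians are on a slightly different CPM scale from the gene levels that follow. On that scale Egfr was at 8.25 CPM after CrOE EVs. Called higher against untreated cells by edgeR were Krt18, from 0.346 to 0.849 CPM, and Cldn4, from 0 to 1.15 CPM. Called lower were Krt7, from 1.49 to 0.572 CPM, and Egfr, from 139 to 8.28 CPM. These low levels argue against mouse epithelial cells as the main source of the difference, while a small admixture stays open. Human reads counted in mouse genes stay open as well, since the markers are mouse genes and do not measure them.

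A different stock of 3T3 cells may carry other chromosome copy numbers. In that case, fold changes of neighbouring genes would move together over long stretches. For CrOE EVs against untreated cells, log2 fold changes of genes 50 places apart correlated at -0.0047. In shuffled fold changes with a shift of 0.58 log2 units, as of 3 copies in place of 2, added on 5 chromosomes, the median correlation was 0.036. This argues against large copy number differences on many chromosomes as the main source. Smaller differences, or a stock without any, stay open. Chromosome 12 had the highest median log2 fold change in each comparison with CrOE EVs, 0.18 against untreated cells, 0.24 against shCon EVs and 0.18 against shCr EVs. Against shCon EVs the chromosome medians spanned 0.30, above the highest of 1000 permutations of the genes (0.29). Against untreated cells they spanned 0.26, below the highest of 1000 permutations (0.32). A batch or culture difference also stays open. The lowest correlation between CrOE EV libraries was 0.994, so the 3 libraries share the pattern, and no batch is labelled. Batch and group therefore cannot be told apart. The CRIPTO overexpression in the donor cells stays open as well. It is the difference the design names, and no vector control for it was analysed here.

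Genes of endoplasmic reticulum (ER) chaperones were high after CrOE EVs. Hspa5 was at 11731 ± 347 CPM (SD, n = 3), against 658 ± 14.3 in untreated cells, 604 ± 6.27 after shCon EVs and 626 ± 68.6 after shCr EVs. Hsp90b1 was at 7497 ± 235 against 738 ± 21.6 CPM in untreated cells, and Calr at 5456 ± 149 against 1449 ± 37.6. Hsp90b1 overlaps exons of other genes on both strands. These 3 genes were chosen after their values were seen. In a list of 20 ER chaperone and ER stress genes, 20 were called higher than in untreated cells by edgeR's quasi-likelihood test (median log2 fold change 2.87). The medians of the list were -0.11 after shCon EVs and -0.071 after shCr EVs. Removal of the GC content and length trend left a median of 2.83, and thinning left 2.88, which argues against both as the source. Of 12 heat-shock genes of the cytosol and mitochondria, 5 were called higher and 6 lower. Their highest log2 fold change (Hspd1, 1.18) was below the lowest of the ER list (Canx, 1.30), and Hspa1a, Hspa1b and Hspb1 fell (-1.23, -1.39 and -1.57). This argues against a general heat-shock response as the whole source, while a rise of some heat-shock genes beside it stays open. ATF4 targets rose as well, with a median of 1.59 and 14 of 16 called higher, which is consistent with an active ATF4 arm of the stress response. They had also risen after shCon EVs (median 0.85, 13 called higher) and shCr EVs (0.75, 13 called higher). The ER list went both ways there, with 3 genes called higher and 6 lower after shCon EVs, and 4 higher and 6 lower after shCr EVs. A candidate explanation is an ER stress response in the fibroblasts of the CrOE EV group. Whether the EVs, a component of their preparation or the culture of these cells led to it cannot be separated in this design.

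Libraries of one group differed along one main axis, which held 31.05% of the variance within groups once mitochondrially encoded genes were left out. Its score correlated with the within-group deviation of the log2 mitochondrial share over the 12 libraries (Pearson's r = 0.92, p = 0.00154; Spearman's rho = 0.93, p = 0.00463; two-sided exact permutation within groups, 1296 permutations, 1 relation computed). Without the 2 libraries farthest from the median share, r was 0.89. Across genes, which are not independent replicates, the loading on this axis correlated with transcript GC content at 0.39 and with log2 length at -0.037. Both are consistent with a difference in RNA quality or library preparation between libraries of a group, as a hypothesis. No label bears on it, and a difference in the cells themselves stays open. The mitochondrial share was lowest in untreated replicate 1 (0.495%), shCr EV replicate 1 (0.622%) and CrOE EV replicate 2 (0.693%). With this share as a covariate the count of genes between shCr and shCon EVs rose from 1247 to 2500. The covariate was centred within groups and chosen after the data were seen. It could only take up spread within groups, so the rise is no separate evidence on this axis. Differences in share between groups were not adjusted for.

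Other splits of the libraries were counted for each comparison. In each of the 6 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. In 5 of these comparisons each other split gave 0 genes. For shCr EVs against untreated cells, 1 other split gave 1709 genes. It set untreated replicates 1 and 3 and shCr EV replicate 1, the libraries with the lower mitochondrial shares, against the rest. For all EVs against untreated cells, 2 of 100 drawn splits gave as many genes, the other being the 3 CrOE EV libraries against the other 9, with 9742 genes. Among the 3 EV groups and among the 4 groups, 1 of 100 drawn splits each, the real one, gave as many. The largest other split gave 10487 genes against the real 10730 among the EV groups, and 9026 against 11606 among the 4 groups. Both kept the 3 CrOE EV libraries together as one group.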
